A study of Citrus sinensis with 2 samples. Its data were reported in "Genome-wide comparison of microRNAs and their targeted transcripts among leaf, flower and fruit of sweet orange" (2014).

How the data were processed

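Small RNAs were sequenced from sweet orange (Citrus sinensis, wild type) in 2 libraries, 1 from leaf and 1 from flower. Per the labels, tissue of all developmental stages was mixed for each library, total RNA was extracted with Trizol, and small RNAs were ligated to adapters, reverse transcribed, amplified by PCR and sequenced on an Illumina (Solexa) instrument. There was 1 library per tissue, so no difference between the tissues has a replicate check in these reads. The study also measured selected miRNAs by qRT-PCR with biological replicates, and reported that most but not all matched its sequencing data. Those measurements were not analysed here.

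For each library the authors deposited a table of raw read counts, with 1 row per distinct sequence (tag), its length and its number of reads. Per the study's methods, adaptors, low-quality tags and contaminants were removed; the tool was not stated. In the tables the tags were 18 to 30 nt long, held only A, C, G and T, and included tags of 1 read, so no minimum count had been applied. Fruit libraries and the degradome were not analysed here.

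From these counts, a tag was called clean in a library when it had at least 3 reads there, which is the study's own rule, and RPM values (reads scaled to a common library size of 1e6 clean reads) were computed for each library. Shares of clean tags or reads are given with Wilson 95% confidence intervals. The ratio of a share in flower to that in leaf is given as log2 with a 95% interval by the log method, and a ratio was taken to differ from equality when the interval excluded 0. Such an interval compares the tags or reads of 2 libraries, not the tissues. The reads came from PCR without molecular identifiers, so intervals on reads and detection floors cover counting error only. Intervals on distinct tags treat each tag as an independent draw, although many tags occur in both libraries, so they are no measure of spread between samples. The detection floor is the RPM of 3 reads, which was 0.295 RPM in leaf and 0.324 RPM in flower.

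The miRNA catalogue held the names and mature sequences of the 183 known miRNAs (58 families) and 38 candidate miRNAs listed by the study. No value from that list entered a result; its read counts were looked at only to find out why some sequences had no reads. A tag was assigned to an entry when the whole tag matched it exactly. The list was read from extracted text, and 25 entries, 22 of them known miRNAs, had no read in either library, so an entry without reads is not reported as absent. A miRNA was called higher in a tissue when its RPM ratio exceeded 2, with at least 10 reads over both libraries and 0.5 reads added to each count. Family values are sums over the known members. No p-value is given across miRNAs, which are not replicates.

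The rules that choose the miRNAs compared in the report were fixed before the data were examined, as were the designs and the alternatives except where stated otherwise. Further miRNAs are named among the other observations for having reads in flower and none in leaf, or the reverse. Under the rules, the miRNAs compared are the miRNAs that the study put on RNA gel blots as higher in leaf or flower, the 8 with the highest mean RPM, the 5 with the largest log2 ratio in each direction among those with at least 100 reads over both libraries, and the 3 families with the largest ratio in each direction under the same minimum.

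Alternatives included counting reads instead of tags, other minimum counts, edgeR (version 4.0.16) TMM factors and DESeq2 (version 1.42.0) median-of-ratios size factors computed over the catalogue, all reads as denominator, a pseudocount of 1 RPM, and inclusion of tags with the same 5' end and up to 2 nt fewer or more at the 3' end. Thinning drew the larger library down to the read total of the smaller. Neither edgeR nor DESeq2 was used for a test. Some alternatives were chosen after the data had been seen, namely removal of tags lying on joined sequences, replacement of catalogue entries without reads by the most abundant tag 1 edit away (at least 100 reads), and DESeq2 scaling of the named families. Joined sequences were built from tags of 20 to 23 nt with at least 3 reads in 1 library and at least 20 times the reads of the other, by greedy extension through shared 16-nt words on either strand, and those of at least 100 nt were kept.

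The functions were tested on simulated data. Among 5000 simulated tags, 100% of the 200 changed 4-fold were recovered and 0% of the unchanged ones were called. Of the 5000 intervals, 95.5% held the simulated ratio. The simulated tags had Poisson counts modelled on tags with at least 100 reads over both libraries and at least 3 in each. These rates therefore do not cover entries of fewer reads or without reads in 1 library. Of the 187 entries with at least 10 reads, 128 had at least 100. Computations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and in R 4.3.3. Matches to the orange genome, phasing downstream of the csi-miR3954a target site and the count of loci with 24-nt phasing were planned but not analysed here, because no genome sequence was used. A gene name table (assembly DVS_A1.0) held no sequences and was not used.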

Results

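Small RNA profiles of sweet orange leaf and flower were compared in 1 library each. The leaf library held 15598892 reads of 5422044 distinct tags, and the flower library held 15148164 reads of 5902903 distinct tags. Tags of 1 read made up 78.3% of the leaf tags and 79.4% of the flower tags. After tags of fewer than 3 reads were discarded, 10174438 clean reads of 586073 tags remained in leaf and 9252302 clean reads of 612511 tags in flower. There are no replicates, so each difference below is a difference between these 2 libraries.

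To compare the size classes of small RNAs between the tissues, the lengths of the distinct clean tags were examined. Tags of 24 nt were the most frequent class, with 50.03% of the tags in leaf (95% CI 49.9 to 50.2) and 52.0% in flower (51.9 to 52.2). The log2 ratio of flower to leaf was 0.06 (0.05 to 0.06) for this class. The 21-nt class held 18.1% of leaf tags and 15.9% of flower tags, a log2 ratio of -0.19 (-0.20 to -0.18). The 22-nt class held 9.69% of leaf tags and 12.2% of flower tags, a log2 ratio of 0.34 (0.32 to 0.35). The alternative that moved the 22-nt ratio most was counting reads instead of tags, which gave 0.67. On clean reads, 21-nt reads (34.5%) exceeded 24-nt reads (31.8%) in leaf, whereas in flower 24-nt reads (30.0%) exceeded 21-nt reads (28.3%). This contrast held only at the minimum of 3 reads per tag. With no minimum 24-nt reads led in both libraries (37.52% in leaf and 38.97% in flower), and with a minimum of 10 the 21-nt reads led in both (38.9% and 32.4%). The direction of the 24-nt ratio was not stable either, since it was -0.08 on clean reads and -0.12 on tags with a minimum of 10.

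**Figure D1:**
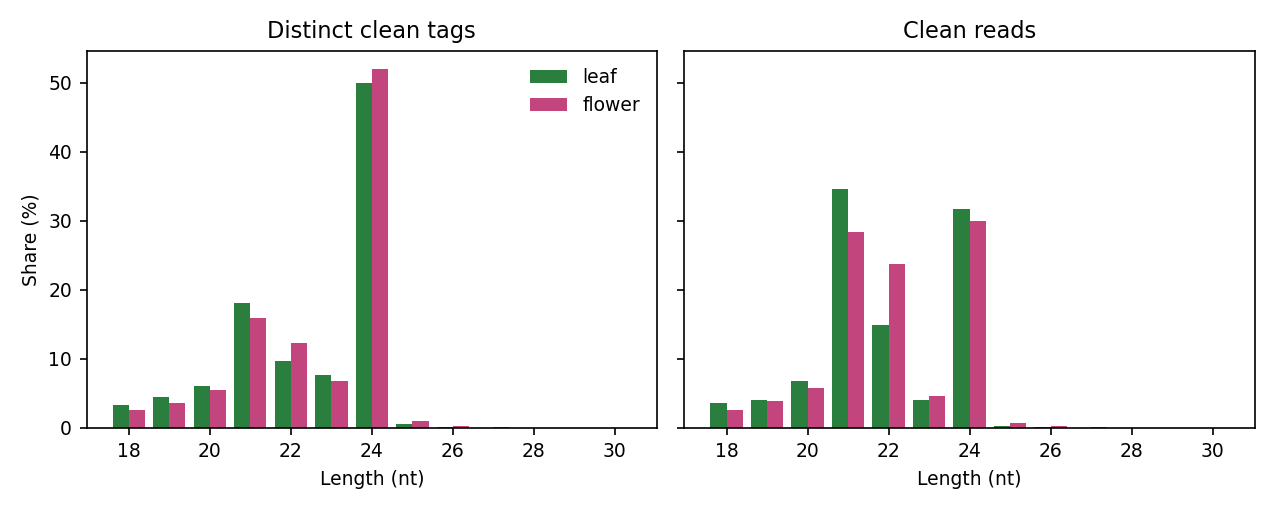
Share (%) of each length (nt) among distinct clean tags (left panel) and clean reads (right panel) in the leaf library and the flower library; bars are single libraries, without replicates. The 24-nt class leads among tags in both libraries, and 22 nt is higher in flower in both panels.

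The 5' base was compared because it sorts plant small RNAs into Argonaute proteins. A 5' U was carried by 35.9% of 21-nt tags in leaf (35.6 to 36.2) and by 35.2% in flower (34.9 to 35.5), a log2 ratio of -0.03 (-0.05 to -0.01). The ratio was -0.22 on reads and -0.10 with a minimum of 10 reads per tag, and it changed sign when all tags were counted (0.05). A 5' A was carried by 56.2% of 24-nt tags in leaf (56.0 to 56.4) and by 57.5% in flower (57.3 to 57.6), a log2 ratio of 0.03 (0.03 to 0.04). The ratio was 0.09 on reads, and no difference in 5' A was detectable when all tags were counted.

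The overlap of the tag sets was then examined. Of the leaf clean tags, 75.4% (75.2 to 75.5) had at least 1 read in flower. Of the flower clean tags, 68.1% (68.0 to 68.2) had at least 1 read in leaf. With a minimum of 10 reads per tag, these shares were 96.3% and 82.3%, respectively. By length, the share of flower tags also found in leaf was 71.6% at 21 nt, 65.8% at 22 nt and 68.9% at 24 nt. The share of leaf tags also found in flower was 73.8%, 81.2% and 77.5% at the same lengths. Among tags with at least 30 reads, 15.5% of the flower tags had no leaf read and 1.18% of the leaf tags had no flower read.

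**Figure D2:**
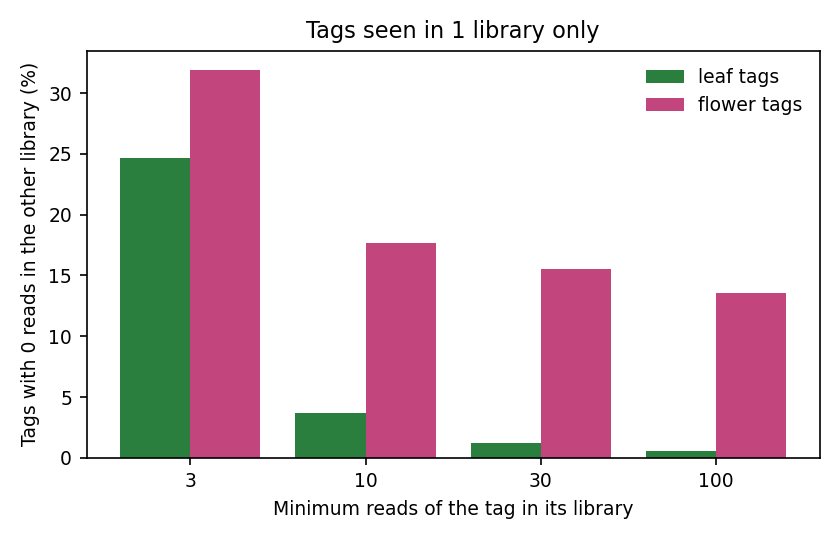
Share (%) of the tags of each library with 0 reads in the other library, by the minimum number of reads of the tag in its own library; bars are single libraries. The share falls with the minimum to 0.543% for leaf tags and to 13.6% for flower tags at 100 reads.

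The miRNA catalogue accounted for 12.3% of clean reads in leaf (12.29 to 12.33) and 10.2% in flower (10.14 to 10.18), a log2 ratio of -0.28 (-0.28 to -0.27). The ratio was -0.87 without csi-miR3954a, the alternative that moved it most. The 8 most abundant miRNAs held 66.5% of the catalogue reads in leaf and 81.4% in flower. In flower csi-miR3954a (TTGGACAGAGAAATCACGGTCA) was the most abundant of these at 41461 RPM, against 13410 RPM in leaf, with a log2 ratio of 1.63 (1.62 to 1.64). In leaf csi-miR156g.1 (TTGACGGAAGATAGAGAGCAC) was the most abundant at 27032 RPM, against 12067 RPM in flower, with a log2 ratio of -1.16. For csi-miR167d.1 the values were 14326 RPM in leaf and 14164 RPM in flower, a log2 ratio of -0.02 that became 0.77 under TMM scaling. The ratio of csi-miR166g.1 was -0.71 and became 0.07 under TMM scaling. The others of the 8 were csi-miR156g.2, csi-miR166a.2 and csi-miR172d, with log2 ratios of -3.39, -1.75 and -2.86, and csi-miR167b.2, which is described below.

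To find miRNAs that differ between leaf and flower, the RPM values of the 187 entries with at least 10 reads were compared. At more than 2-fold, 92 miRNAs were higher in leaf and 30 were higher in flower, while 65 were within 2-fold. These are counts of catalogue entries, not of independent miRNAs. Some entries are isoforms of the same miRNA, such as csi-miR156g.2, which is csi-miR156g.1 without its first base. Of the known miRNAs, 76 were higher in leaf and 25 in flower. Of the candidate miRNAs, 16 were higher in leaf and 5 in flower. The median log2 ratio of the 187 entries was -0.87. Scaling over the catalogue shifted every log2 ratio upwards, by 0.78 with TMM and by 0.86 with DESeq2 size factors. Relative to the TMM scaling, 62 miRNAs were higher in leaf and 56 in flower. Both scalings bring the median ratio close to 0 by construction (-0.09 with TMM and -0.01 with DESeq2 size factors), so the nearly equal numbers do not test the excess in leaf.

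**Figure D3:**
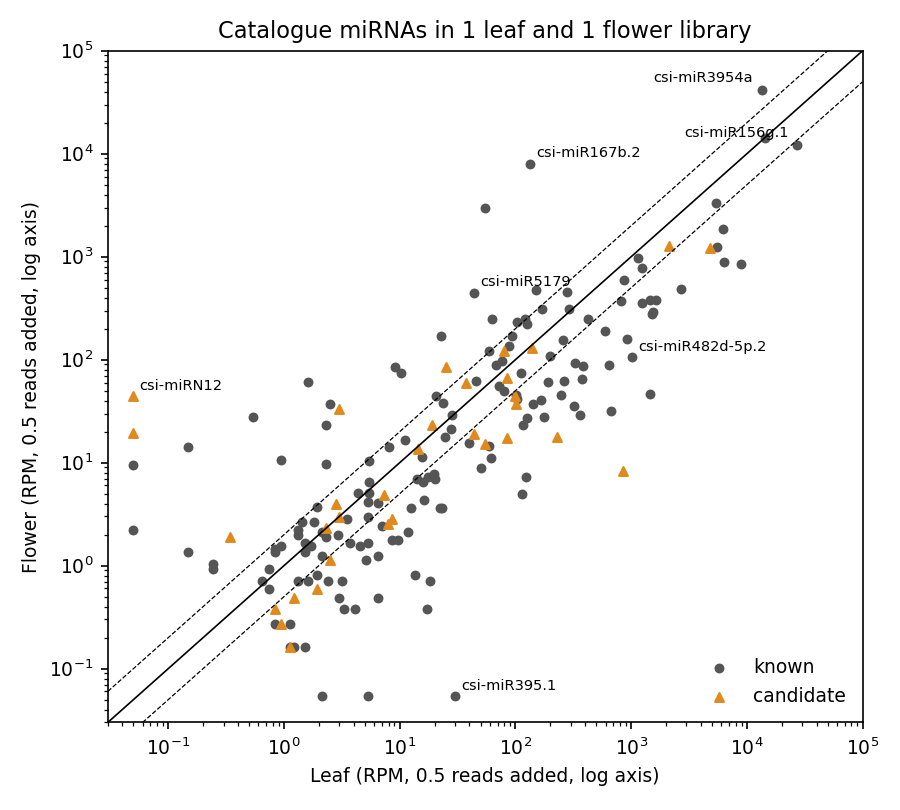
Abundance (RPM with 0.5 reads added, log axes) in leaf (x) and flower (y) of the 187 catalogue miRNAs with at least 10 reads. Each point is 1 catalogue entry in 1 library per tissue, the solid line marks equality and the dashed lines 2-fold differences. More points lie below the lower dashed line (92) than above the upper one (30).

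The miRNAs examined by RNA gel blot in the study were compared in the reads. Higher values in leaf were found for csi-miR482d-5p.2, with 1026 RPM in leaf and 105 RPM in flower (log2 ratio -3.29, -3.38 to -3.19), for csi-miRN03 with 85.0 and 17.4 RPM (-2.28, -2.53 to -2.04), and for csi-miRN36 with 4757 and 1220 RPM (-1.96, -1.99 to -1.93). Higher values in flower were found for csi-miR167b.2 (TGAAGCTGCCAGCATGATCTTA), with 133 RPM in leaf and 8030 RPM in flower (5.92, 5.84 to 5.99), and for csi-miR5179 with 43.9 and 447 RPM (3.35, 3.21 to 3.49). Leaf reads of csi-miR5179 numbered 447, so it was detected in both libraries. For csi-miRN08 there were 180 reads in flower (19.5 RPM) and 0 in leaf, below the floor of 0.295 RPM. All of these directions, and that of csi-miR3954a, were kept under TMM and DESeq2 scaling. Both scalings shift every log2 ratio upwards, by 0.78 and 0.86, which is less than the size of each ratio towards leaf here. They could therefore have reversed none of these directions, and this is no separate check.

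Among miRNAs with at least 100 reads, the largest ratios towards flower were those of csi-miRN12 (0 reads in leaf and 406 in flower, log2 ratio 9.80), csi-miRN08 (8.63), csi-miR167b.3 (6.60), csi-miR167b.2 (5.92) and csi-miR156e (5.76). The first of these have intervals of several log2 units, 5.80 to 13.81 for csi-miRN12, because the leaf count was 0. With a pseudocount of 1 RPM, csi-miRN12, csi-miRN08 and csi-miR167b.3 fell to 5.49, 4.35 and 3.80. Those of csi-miR167b.2 and csi-miR156e stayed at 5.91 and 5.74, so the order depends on the pseudocount. The sequence of csi-miR167b.3 lies within that of csi-miR167b.2, so these entries are not separate cases. The csi-miR156e tag had 54.6 RPM in leaf and 2968 RPM in flower, opposite in direction to csi-miR156g.1 under each scaling. The largest ratios towards leaf were those of csi-miR395.1 (307 reads in leaf and 0 in flower, -9.13), csi-miRN26 (-6.66), csi-miR530b (-5.50), csi-miR3951-3p (-4.95) and csi-miR535.2 (-4.71). The flower count of csi-miR395.1 was below the floor of 0.324 RPM. With a pseudocount of 1 RPM its ratio was -4.96, smaller in size than that of csi-miRN26 (-6.51). For csi-miR3951-3p the exact sequence held 18.97% of the reads of itself and its 3' end variants in leaf and 2.66% in flower, and the ratio was -2.12 when 3' end variants were included.

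At the family level, 52 of the 58 known families had at least 10 reads. Of these, 25 were more than 2-fold higher in leaf, 10 were higher in flower and 17 were within 2-fold. Under TMM scaling 15 were higher in leaf and 20 in flower. The largest family ratios towards leaf were those of miR395 (-9.36, -13.36 to -5.36), miR535 (-4.41, -4.57 to -4.24) and miR530 (-4.07, -4.96 to -3.17). The largest towards flower were those of miR2275 (3.76, 2.85 to 4.67), miR5179 (3.35) and miR397 (2.95, 2.76 to 3.14). The miR2275 family had 10 reads in leaf and 129 in flower. These 6 directions were kept under TMM and DESeq2 scaling. The upward shifts of 0.78 and 0.86 are smaller than the size of each of these ratios towards leaf. They could therefore have reversed none of the 6, and this is no separate check.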

Values the study reported

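The study reported 10174438 clean reads of 586073 unique sequences in leaf, and 9252302 clean reads of 612511 unique sequences in flower. With fruit included in the comparison and a threshold of 2-fold, it reported 60 known miRNAs with higher expression in leaf and 33 in flower. For the candidate miRNAs it reported 11 that were higher in leaf and 7 that were higher in flower.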

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

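The tests of depth, of joined sequences and of register were chosen after this result had been seen, and the test for sequencing errors before. Among all tags, of which the comparisons of miRNAs use few, 6228 had at least 30 reads in flower and none in leaf, which is 15.5% of the flower tags with that many reads. The mirror set came to 1.18% of such leaf tags. Catalogue miRNAs made up 3 of the 6228. The others drew attention because they lie outside the main measurement, and no control library was analysed. Of the 6228 tags, 33.3% were 21 nt and 30.4% were 22 nt long, against 15.1% of 24 nt. In the mirror set these shares were 37.2%, 13.1% and 23.4%, so 21-nt tags exceeded 24-nt tags there too.

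Library depth points the other way, since leaf has more reads than flower. After thinning both libraries to the same number of reads, flower had 14.7 times as many such tags as leaf. Sequencing errors were tested by looking for a tag 1 substitution away with at least 20 times more reads, which existed for 0.305% of the tags. Neither accounts for the pattern.

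RNA of another organism, such as a replicating virus, was tested by joining overlapping flower-enriched tags. This gave 81 sequences of at least 100 nt. Of these, 41 had at least 20 times more reads in flower than in leaf, and they came to 7523 nt with a longest of 552 nt. All 41 (100%) were open in a reading frame over their whole length, against a mean of 37.5% for 200 sets of shuffled copies, with an upper bound of 51.2% for the middle 95% of the sets. This set was chosen after a first version of the test had been seen, on the 18 joined sequences of at least 200 nt, where 15 (83.3%) were open against a shuffled mean of 11.8% (upper bound 27.8%). Over all 81 sequences 69 (85.2%) were open against 40.7% (upper bound 49.4%). The result for the 41 sequences is therefore that of a set defined with the data in view. In it the less covered strand held a median of 38.7% of the reads. These 41 sequences held 4.50% (4.49 to 4.52) of the flower clean reads and 0.0165% (0.0158 to 0.0173) of the leaf clean reads, and 45.2% of the 6228 tags lay on them. The other 40 sequences had reads in both libraries, with 9.54% of the flower clean reads and 3.79% of the leaf clean reads, and 28 of them (70%) were open against a shuffled mean of 43.6% (upper bound 57.5%). Open frames are thus frequent in the joined sequences that leaf shares as well. On those 40 the less covered strand held a median of 28.7% of the reads. Reads of 21 and 22 nt made up 71.3% of the flower reads there and 74.4% on the 41 sequences. Joining used only tags of 20 to 23 nt on either strand, which favours both traits. All this limits what the 3 traits say about an outside source. Leaf-enriched tags gave 2 sequences of at least 100 nt. Long open frames covered on both strands by 21- and 22-nt tags are consistent with small RNAs made from a foreign coding RNA, which remains a hypothesis.

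Phased siRNAs of orange transcripts made in flower would favour a cycle of 21 nt. The mean largest register share on the 41 sequences was 16.1% at 21 nt, inside the range of 14.3% to 16.98% at cycles of 19, 20, 22 and 23 nt (each scaled to 21 registers). This does not exclude phasing, because tags had to overlap to be joined, and loci of siRNAs lying strictly end to end could not enter the set. The siRNAs of orange transcripts, phased or not, cannot be told apart from RNA of another organism, since no genome sequence was used here. The study reported a smaller share of clean reads with a perfect genome match in flower than in leaf. It gave no such value for these sequences, so this does not decide the question. A difference between library batches was not tested either, and the pattern is not called biological here.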

How the results depend on the processing

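The 21-nt, 22-nt and catalogue-share ratios kept their direction and their side of the threshold under every alternative run, with 22-nt ratios from 0.17 to 0.67, 21-nt ratios from -0.29 to -0.08 and catalogue ratios from -0.87 to -0.13. The 24-nt ratio of 0.06 became -0.084 on reads and -0.12 with a minimum of 10 reads per tag. The 5' U ratio of -0.03 became -0.22 on reads and -0.10 with a minimum of 10, but 0.0456 with no minimum and 0.00104 without the tags on the joined sequences, an alternative chosen after the data were seen. The 5' A ratio of 0.03 became 0.09 on reads and -0.000507 with no minimum. The cause was not tested for any of these.

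The counts of 92 miRNAs higher in leaf and 30 higher in flower moved with scaling over the catalogue. The number in flower became 56 under TMM, and DESeq2 size factors gave 57 in leaf and 57 in flower. For families the counts of 25 in leaf and 10 in flower became 15 and 20 under TMM, and 14 and 20 under DESeq2 size factors. These scalings shift every log2 ratio by 0.78 and 0.86 and centre the catalogue ratios near 0, so similar counts of miRNAs in the 2 tissues follow from the method and are no test of the excess in leaf. Under the other alternatives the miRNA counts stayed within 1.5 times, from 64 to 96 in leaf and from 23 to 35 in flower. The lowest of these, 64 and 23, came when the whole 95% interval of the ratio had to lie beyond 2-fold.

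The overlap shares of 75.4% of leaf tags and 68.1% of flower tags became 96.3% and 82.3% with a minimum of 10 reads, 46.8% and 44.8% when presence required at least 3 reads, and 75.9% and 67.7% after thinning to equal reads. The shares rose with the minimum, as they would if depth limited this measure for tags of few reads. Thinning only made the libraries equal in depth, so it does not test this. At a minimum of 100 reads, 13.6% of the flower tags still had no leaf read.

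Among the named miRNAs, csi-miR166g.1 (-0.71) reversed to 0.0726 under TMM and to 0.15 under DESeq2 size factors, and csi-miR167d.1 (-0.02) reversed to 0.77 and 0.85. These reversals follow from the shift of every log2 ratio by 0.78 and 0.86, and say nothing particular to these miRNAs. The other miRNAs chosen by the rules kept their direction under every alternative run for them. The 6 families with the largest ratios kept theirs under TMM and DESeq2 size factors, the only alternatives run for them. Since both scalings shift every ratio upwards by a fixed amount, they could not reverse a ratio towards flower. Nor could they reverse a ratio towards leaf larger in size than 0.86. Sizes were less stable where a count was very low, and csi-miRN12 fell from 9.80 to 5.49 with a pseudocount of 1 RPM. However, csi-miR156g.1 (-1.16) and csi-miR166a.2 (-1.75) came to lie within 2-fold, at -0.38 and -0.97 under TMM and at -0.30 and -0.89 under DESeq2 size factors. The alternatives that need a genome sequence were not run. No paired analysis was possible because there is 1 library per tissue.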

Other observations

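The tests of size selection and of catalogue entries without reads were chosen after the results had been seen. The tests that use the joined sequences were also chosen after the data had been seen, though before their own values were.

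The higher 22-nt share of distinct tags in flower (log2 ratio 0.34) was weighed against explanations other than tissue. Without the tags on the joined sequences it was 0.27. A difference in size selection would change the ratio smoothly with length, but the 22-nt ratio lay 0.51 above the larger of its neighbours at 21 and 23 nt. The ratio did rise with length from -0.40 at 18 nt to -0.12 at 20 nt, and from 0.06 at 24 nt to 3.55 at 29 nt. The libraries may therefore differ in size selection, though a smooth change would not by itself give the peak at 22 nt. On reads the 22-nt ratio was 0.67, and without csi-miR3954a and its 3' end variants it was 0.57, so most of it remained without this abundant miRNA. The ratio on reads was 0.48 when the joined sequences were removed as well. A hypothesis is that 22-nt siRNAs may be more diverse in flower, but a batch difference between 2 single libraries cannot be told apart from it.

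The libraries also differed at the longest lengths. The log2 ratio of flower to leaf among distinct tags was 0.89 at 25 nt, 1.56 at 26 nt, 1.95 at 27 nt, 3.11 at 28 nt and 3.55 at 29 nt. These tags were rare, with 5809 tags of 25 nt in flower and 2998 in leaf. Neither a biological explanation nor a difference in size selection was tested for these lengths.

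csi-miR167b.2 and csi-miR167d.1 differ by 1 base, so errors in the second could be counted as the first. In flower csi-miR167b.2 had 74293 reads, 835 times those of the more abundant of the other substitutions at that base, and its reads came to 56.7% of those of csi-miR167d.1, against 0.928% in leaf. Sequencing errors of csi-miR167d.1 are thus unlikely to account for its flower reads. The shift between these sequences is larger than that of the miR167 family sum, whose log2 ratio was 0.62.

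Of the catalogue miRNAs, 4 had at least 10 reads in flower and none in leaf, namely csi-miR159b, csi-miR2275e, csi-miRN08 and csi-miRN12. RNA of another organism, such as a replicating virus, was tested by seeking their tags on the joined sequences, and 0 of these miRNAs lay on them. Since only 54.6% of the 6228 abundant flower-only tags lay on any joined sequence, this says little about the source of 4 single tags. The reverse case was seen as well, since csi-miR395.1 (307 reads), csi-miR395.2 (54) and csi-miR391a.1 (21) had reads in leaf and none in flower. These are not 3 separate miRNAs absent from flower, since csi-miR395.2 is csi-miR395.1 without its first base. Longer forms of csi-miR391a.1 had flower reads, with 4 for csi-miR391a.2 and 6 for csi-miR391a.3.

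A shift shared by 22-nt miRNAs was tested on the 31 catalogue entries of 22 nt among 187. Their median log2 ratio of -0.12 stood at percentile 94.1 among 10000 random lists of the same size matched on mean expression, whose middle 95% ran from -1.64 to 0.01. The list does not stand apart from these, and the percentile describes these libraries only.

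Of the 25 catalogue entries without a read, 10 had a tag of at least 100 reads 1 edit away. Errors of 1 base in the listed sequences may account for these, but related miRNAs and end variants can lie 1 edit apart as well, and the 2 were not separated.

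Abundant tags outside the catalogue were common. Of the 50 most abundant tags, 21 in leaf and 14 in flower matched the catalogue exactly, and 28 and 35 were neither exact matches nor 3' end variants.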
